A study of Mus musculus with 6 samples.

How the data were processed

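Long RNA from whole mouse brain was sequenced in 6 libraries, 3 from animals lacking TRMT1L (KO) and 3 from wild-type animals (WT). TRMT1L is a protein related to TRMT1, an enzyme that methylates guanosine in tRNA. Per the labels' protocols, total RNA was size-selected to remove molecules under 200 bp and libraries were made with an Illumina TruSeq total RNA kit. The labels describe the replicates as biological triplicates and give no sex, age, litter or sequencing batch.

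The authors deposited 1 table of read counts per library, in the layout that the aligner STAR writes when it counts reads per gene. The aligner's version, the genome build and the annotation are not stated in the labels or in the tables. Each table lists 55450 versioned Ensembl genes, which are exactly the genes of GENCODE M21 on the reference chromosomes of the mouse assembly GRCm38. Gene names, types, positions and transcript lengths were therefore taken from GENCODE M21. The first 4 rows of each deposited table count unmapped reads, reads mapping to several places, reads in no gene and reads in several genes. The remaining rows hold whole-number counts, not normalized, in 3 columns, for reads counted without regard to strand, on the strand of the first read, and on the opposite strand.

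A rule fixed before the data were examined chose a stranded column if it held at least 80% of the counts of both stranded columns in every library. The last column held between 94.6% and 94.8% of them and was used. In this counting a read that falls in several genes on the same strand is left out, so overlapping genes on one strand lose reads, and reads that map to several places are left out too. Genes that lie inside an intron of another gene on the same strand also collect that gene's intronic reads.

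Counts were analysed in R 4.3.3. Genes were filtered with edgeR 4.0.16 (filterByExpr by group), libraries were scaled with TMM factors, and genotype was tested with edgeR's quasi-likelihood test as the installed version runs it by default. All 6 libraries entered the fit, with genotype as the sole factor, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F statistic. Abundance is given as CPM, counts scaled to the total of each library with the TMM factors. Log2 fold changes are KO over WT. Per-gene errors are standard deviations (SD) over 3 libraries unless a standard error (SE) is named.

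The genes named were chosen by a rule written before the data were examined. Trmt1l and Trmt1 were always named. Up to 5 genes higher and 5 lower in KO were to follow, among genes with an adjusted p-value under 0.05, a mean of at least 1 CPM and no overlap between the groups. The sex-linked genes Xist, Ddx3y, Kdm5d, Eif2s3y and Uty were given as values in each library. Any other gene named was chosen after its values were seen. Results for 2 single genes are not reported here, and these genes remain in the fits, the gene sets and the counts of genes but are not drawn in the map around Trmt1l.

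In all, 13 gene sets written before the data were examined were tested with camera from limma 3.58.1, two-sided, on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the sets. They cover tRNA enzymes, stress responses, ribosomal proteins, mitochondrially encoded genes and markers of cell types. A score per library, the mean deviation of a set's log2 CPM from the average of the 6 libraries minus that of all other genes, was compared with a two-sided exact permutation test. Genes within 10 Mb of Trmt1l were compared with all others by Fisher's exact test, two-sided, with Trmt1l left out. Shares of mapped reads were compared by two-sided exact permutation tests, whose smallest possible p-value for 3 against 3 libraries is 0.1.

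The gene test was checked on counts simulated from the means, library sizes and dispersions of the 21237 genes, with 200 genes changed. The changed genes, and those of the simulated gene sets, were drawn from genes with a mean of at least 1 CPM. Recovery among genes of lower abundance was not measured. The test recovered 12% of the changed genes at an absolute log2 fold change of 0.25, 61% at 0.5, 94.5% at 1 and 100% at 2. Among the calls made, 29.4%, 6.15%, 10.4% and 9.91% respectively were false, so the share of false calls exceeded the nominal level of 0.05 at each size of change. In the gene set test, 2 of 200 unshifted sets of 30 simulated genes and 99 of 100 sets shifted by 0.1 had an unadjusted p-value under 0.05. The simulated genes varied independently of each other, which real genes do not.

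Alternatives set before the data were examined were the unstranded column, DESeq2 size factors or total counts in place of TMM, no filter or a mean count of at least 50, the DESeq2 1.42.0 Wald test, limma-voom, the replicate number as a block with and without a correction for GC content, a correction for GC content alone, sex chromosomes left out, protein-coding genes alone, camera with the correlation estimated from the data, other windows around Trmt1l, and each library left out in turn. GC content was corrected with per-library offsets from a lowess curve with a span of 0.3, using the GC content of each gene's longest transcript. Replicate numbers come from the sample titles, which give 1 to 3 in each group; the labels do not say that same-numbered animals are related. The closing section gives the effect of these choices.

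Each library held between 31201119 and 36145961 counts in genes on the chosen strand. The smallest abundance this depth can show, taken as 3 counts, lies between 0.0830 and 0.0962 CPM. The reads carry no molecular identifiers, so such floors cover counting error alone.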

Results

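The transcriptome of whole mouse brain was measured by long RNA sequencing in 3 TRMT1L KO and 3 WT libraries, to ask how loss of TRMT1L changes brain RNA. Total reads per library ranged from 78341827 to 89979690, and counts in genes on the chosen strand from 31201119 to 36145961. Counts in genes averaged 33458995 ± 2500191 in WT and 35000623 ± 964180 in KO (SD, n = 3 each), a difference smaller than the spread between libraries (exact permutation test, two-sided, p = 0.5). Of the 55450 annotated genes, between 29963 and 31082 had at least 1 count in a library. No pair of libraries in a group agreed within sampling noise, as the chi-square statistic per degree of freedom over genes lay between 4.39 and 9.35, so each was kept as a replicate. The common biological coefficient of variation was 7.13%. In every library Xist had between 1 and 6 counts, Ddx3y between 2037 and 2556, Kdm5d between 1947 and 2218, Eif2s3y between 1492 and 1846 and Uty between 1785 and 2044, so these sex-linked genes did not separate the groups.

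Reads were first compared by where they mapped. Reads in no gene on the chosen strand made up 51.2% ± 0.925 of mapped reads in WT and 49.3% ± 0.601 in KO (SD, n = 3). Reads mapping to several places made up 4.92% ± 0.280 in WT and 5.48% ± 0.196 in KO. Reads in several genes made up 0.794% ± 0.0123 in WT and 0.882% ± 0.0238 in KO. For all 3 shares every KO library lay on the same side of every WT library, and the exact permutation test gave p = 0.1, the smallest value 3 against 3 libraries allow. Leaving out 1 library at a time, the difference in reads in no gene ranged from -2.31 to -1.40 percentage points.

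The targeted gene was examined in every library. Trmt1l (ENSMUSG00000053286.11) lies on chromosome 1 from 151428542 to 151458161 on the plus strand of GRCm38, and its transcript Trmt1l-201 has 15 exons. Its counts were 1279, 1034 and 1158 in WT libraries 1 to 3 and 93, 101 and 106 in KO libraries 1 to 3. Mean abundance was 34.4 ± 1.26 CPM in WT and 2.87 ± 0.171 CPM in KO (SD, n = 3), so that KO libraries held 8.33% of the WT level. The log2 fold change was -3.58 (SE 0.0813), with an adjusted p-value of 6.95e-10 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 6 libraries thus carried Trmt1l counts on the side their genotype labels imply. The KO counts remained far above the floor of 3 counts in each library.

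Gm37893 (ENSMUSG00000103928.1), an unspliced feature that GENCODE lists as yet to be experimentally tested, lies on chromosome 1 from 151445305 to 151447741 on the plus strand. This interval is inside intron 7 of Trmt1l-201, between the end of exon 7 at 151443326 and the start of exon 8 at 151448254, so its counts cannot be separated from intronic reads of Trmt1l. It had 256, 232 and 228 counts in the WT libraries and 0, 1 and 1 in the KO libraries. The WT mean was 7.12 ± 0.248 CPM (SD, n = 3), and the KO level, taken at the floor of 3 counts, was at least 82.7-fold lower. The log2 fold change of Gm37893 was -8.29 (SE 0.289; edgeR adjusted p = 4.74e-08).

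The paralog Trmt1 (ENSMUSG00000001909.16, chromosome 8 from 84686307 to 84699808) did not pass the threshold. Its abundance was 45.1 ± 0.0997 CPM in WT and 47.6 ± 2.31 CPM in KO (SD, n = 3), with a log2 fold change of 0.08 (SE 0.0537; edgeR adjusted p = 0.749). Each KO library lay above each WT library, a separation that chance gives for 10% of genes.

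**Figure D1:**
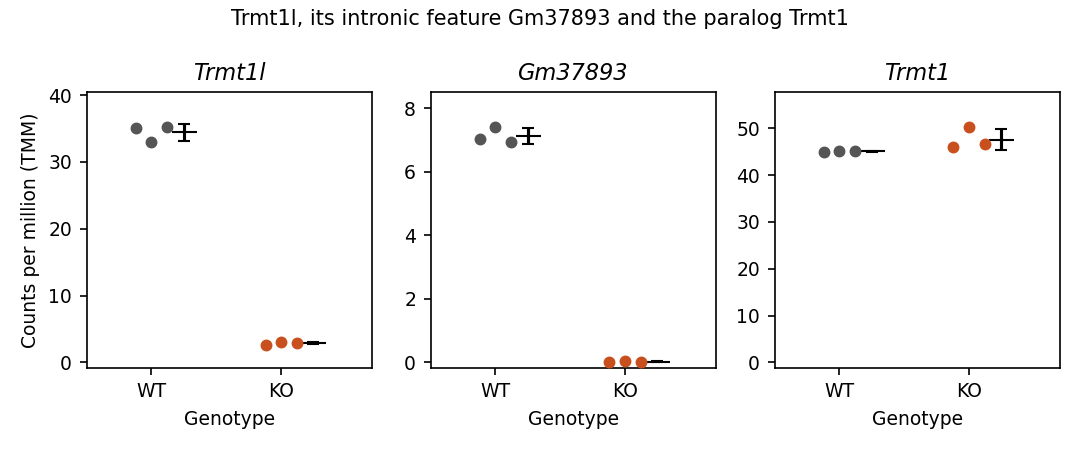
Abundance of Trmt1l, Gm37893 and Trmt1 in CPM with TMM scaling (vertical axis, from 0) by genotype (horizontal axis). Points are the 3 libraries of each group and black marks show the mean and SD; KO libraries lie at a mean of 2.87 CPM for Trmt1l against 34.4 CPM in WT, while Trmt1 means are 47.6 and 45.1 CPM.

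Across the transcriptome, 21237 genes passed the filter on low counts. Of these, 2 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 0 higher and 2 lower in KO, and they were Trmt1l and Gm37893. Both had an absolute log2 fold change of at least 1. The next smallest adjusted p-value was 0.210, for Mt1, which was chosen after its values were seen; its DESeq2 adjusted p-value was 6.85e-07, in a range from 4.40e-16 to 0.861 over the alternatives. Without adjustment, 1682 genes had a p-value under 0.05, 964 higher and 718 lower in KO, where 1061.85 would be expected by chance. The groups did not overlap for 14.4% of the genes tested, where chance gives 10%. The log2 fold change was under 0.5 in absolute size for 96.8% of genes. Among genes with a mean of at least 1 CPM, the test recovered 94.5% of simulated changes of 1 on the log2 scale and 12% of those of 0.25. Differences of the smaller size in single genes were thus mostly not detectable. Recovery among genes of lower abundance was not measured. The number of genes was highest, at 298, when no filter on low counts was used, while a filter at a mean count of at least 50 gave the same 2 genes. In the fit without a filter no gene kept a spread of its own. Groupings that mix the genotypes gave up to 315 genes in that fit.

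**Figure D2:**
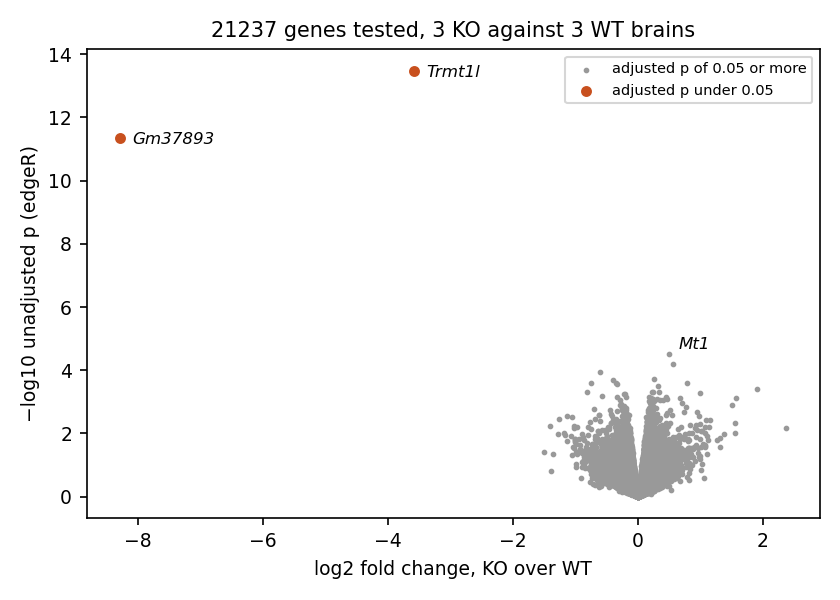
Unadjusted p-value from edgeR on a −log10 scale (vertical axis) against log2 fold change of KO over WT (horizontal axis) for the 21237 genes tested, each a point. Trmt1l (-3.58) and Gm37893 (-8.29) stand apart from all other genes; Mt1 has the next smallest p-value.

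Genes close to Trmt1l were compared with the rest of the genome, as neighbours of a targeted gene can differ with the genetic background around it. Among 145 tested genes within 10 Mb of Trmt1l, 1 (Gm37893) had an adjusted p-value under 0.05, or 0.690%, against 0 of 21091 genes elsewhere (Fisher's exact test, two-sided, p = 0.00683). That result rests on a feature inside Trmt1l itself. At an unadjusted p-value under 0.01, 7 of the 145 genes (4.83%) passed against 357 elsewhere (1.69%; Fisher's exact test, p = 0.0127). When the genes that overlap Trmt1l were left out, a choice made after the values were seen, 5 of 143 genes (3.50%) passed. This share was not past the threshold (Fisher's exact test, p = 0.0983), which does not exclude a difference from the rest. The genes left out were Gm37893 and Rnf2. Rnf2 lies on the other strand, and its own log2 fold change was -0.21 (edgeR unadjusted p = 0.00362). Leaving out Gm37893 alone was not tested.

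**Figure D3:**
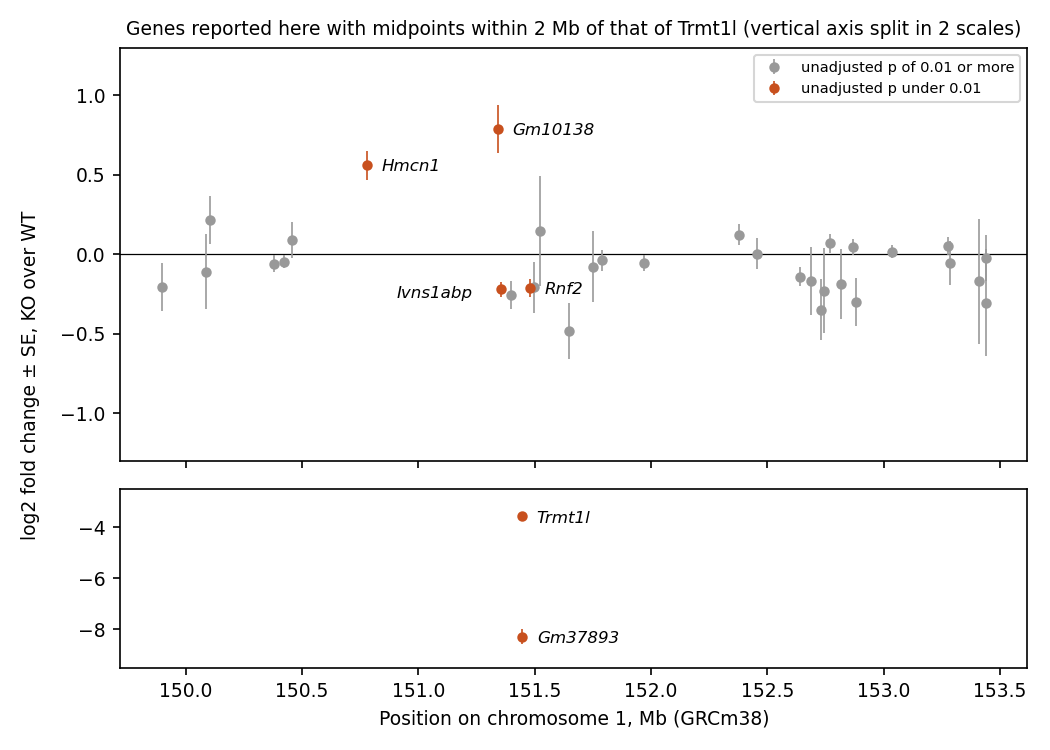
Log2 fold change of KO over WT with its SE (vertical axis, split into 2 panels of different scale) of the tested genes reported here on chromosome 1 by the position of their midpoint in Mb on GRCm38 (horizontal axis), within 2 Mb of the midpoint of Trmt1l. Coloured points have an unadjusted p-value under 0.01; Trmt1l and Gm37893 lie at -3.58 and -8.29, and the named neighbours between -0.22 for Ivns1abp and 0.79 for Gm10138.

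Small shifts shared by many genes were examined in the 13 gene sets fixed before the data were examined, of which 7 had an adjusted p-value under 0.05 in limma's camera test. The result depended on the inter-gene correlation assumed: with the correlation estimated from these data in place of 0.01, 0 sets passed and 2 had an unadjusted p-value under 0.05. The differences below are mean log2 shifts of KO against WT relative to all other genes.

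Genes of the integrated stress response, a translational and transcriptional programme that includes Atf4 targets, shifted by 0.31 (27 genes, 26 higher in KO, adjusted p = 3.01e-10). Adjusted over this list alone, 15 of its 27 genes had a p-value under 0.05 in the edgeR test, and 0 did when adjusted over all genes tested, while 17 did without adjustment. The score of this set was -0.131, -0.166 and -0.173 in WT libraries 1 to 3 and 0.0633, 0.0673 and 0.340 in KO libraries 1 to 3. Members chosen after their values were seen include Slc7a5 (log2 fold change 0.46, SE 0.103), Sesn2 (0.41, SE 0.0927) and Atf4 (0.23, SE 0.0665). Each was higher in all 3 KO libraries than in any WT library. None passed the threshold over all genes (edgeR adjusted p = 0.550, 0.550 and 0.576). With 1 library left out at a time, the change of Atf4 ranged from 0.15, without KO library 1, to 0.27. When GC content was corrected it was 0.17.

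Cytosolic ribosomal protein genes shifted by 0.13 (58 genes, 56 higher in KO, adjusted p = 5.44e-14), with 10 past the threshold within the list and 0 over all genes (27 without adjustment). This family has many processed pseudogenes, so the counting could have left out or divided its reads and the gene values are uncertain. Reads mapping to several places are left out, and their share differed between the groups (4.92% in WT and 5.48% in KO). The effect of that on this shift was not tested. Cytosolic tRNA synthetase genes shifted by 0.066 (24 genes, 19 higher, adjusted p = 0.00582), with 0 past the threshold within the list or over all genes (6 without adjustment). The 10 mitochondrially encoded genes shifted by -0.091 (adjusted p = 0.00713), a shift that changed sign to 0.00235 when GC content was corrected. For these 4 sets every KO score lay on the same side of every WT score (exact permutation test, two-sided, p = 0.1, the smallest possible). The same separation was found for 2 sets that did not pass in camera, the mitochondrial tRNA synthetases and the tRNA modification enzymes.

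The remaining 3 sets that passed in camera were immediate early genes (shift 0.18, adjusted p = 0.00887), choroid plexus markers (0.17, adjusted p = 2.91e-05) and oligodendrocyte markers (-0.12, adjusted p = 0.00485). Their scores overlapped between the groups, with exact permutation p-values of 0.4, 0.3 and 0.3. The immediate early gene score was 0.327 and 0.298 in KO libraries 1 and 2 and -0.362 in KO library 3, against -0.00494, -0.0829 and -0.175 in the WT libraries. The 6 sets that did not pass were mitochondrial tRNA synthetases (0.042, adjusted p = 0.213), tRNA modification enzymes (0.029, adjusted p = 0.233) and the markers of blood, microglia, astrocytes and vascular cells (adjusted p between 0.188 and 0.832). None of the tRNA enzyme genes had an adjusted p-value under 0.05 over all genes tested, while 6, 0 and 1 genes of the cytosolic synthetase, mitochondrial synthetase and modification enzyme sets had an unadjusted one.

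**Figure D4:**
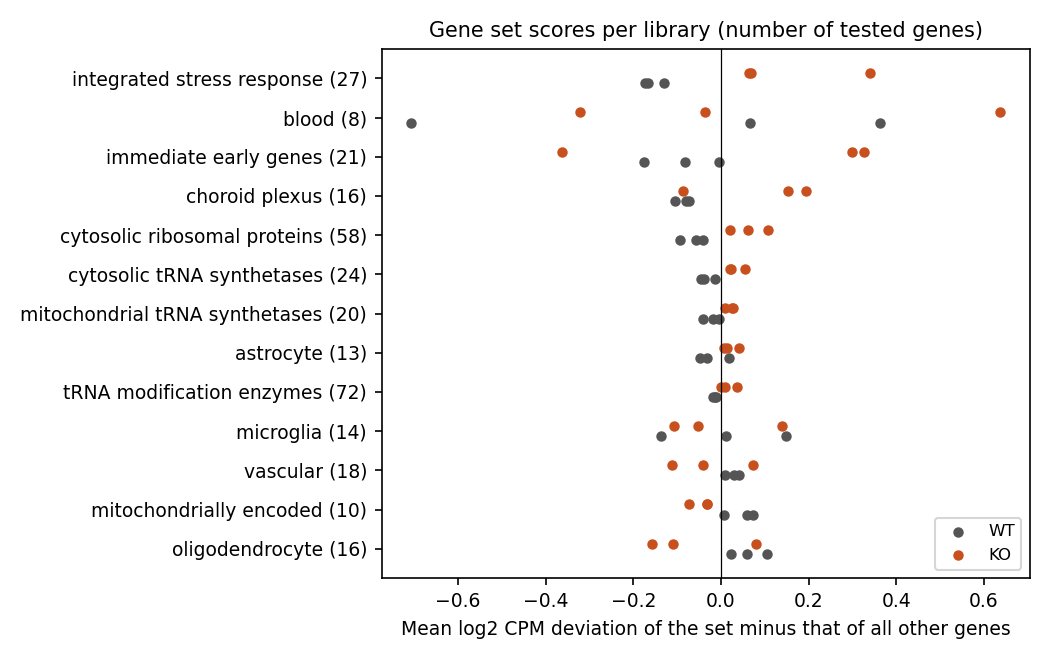
Score of each of the 13 gene sets in each library (horizontal axis, mean log2 CPM deviation of the set minus that of all other genes), with the number of tested genes in parentheses and sets ordered by their shift. Grey points are WT and orange points KO libraries; the integrated stress response lies between -0.173 and -0.131 in WT and between 0.0633 and 0.340 in KO, whereas blood, microglia and vascular markers overlap between the groups.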

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

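The comparisons with Trmt1l and Mt2 given here were chosen after the results were seen; the count of other splits was set before its result was known. The column of counts on the strand opposite to each gene was not used in any comparison of the report. Tested in the same way, 10787 genes had enough counts in it, and 3 had an adjusted p-value under 0.05 between KO and WT in edgeR's quasi-likelihood test (620 had an unadjusted p-value under 0.05). Of these, 2 are described here, named after their values were seen. The 6 libraries can be split into groups of 3 in 10 ways, of which 4 part all 3 same-numbered pairs. Of these 4, 1 split, the real one, gave as many genes. The other 6 splits each part 1 pair, and over all 9 other splits the number of genes ranged from 0 to 11, so a count of 3 cannot be told apart from variation between libraries.

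Opposite-strand counts of Rnf2 were 39, 28 and 33 in the WT libraries and 2, 1 and 1 in the KO libraries, a log2 fold change of -4.58 (SE 0.448, edgeR adjusted p = 4.65e-07). Rnf2 lies on the minus strand and overlaps the last 158 bp of Trmt1l, from 151458004 to 151458161 on chromosome 1, within exon 15 of Trmt1l-201. Reads of Trmt1l over that end are a candidate source. The change differed from that of Trmt1l by -0.995 on the log2 scale (SE 0.456), slightly more than 2 SE. With 4 KO counts in all, the exact binomial test of the same counts against the WT ratio to Trmt1l gave p = 0.0710. Trmt1l reads spread along the gene in the WT proportions are therefore not a close match, but the counts are too few to settle it, and a loss of Trmt1l reads at the 3' end remains a possible explanation.

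Opposite-strand counts of Gm45774 were higher in KO, with a log2 fold change of 0.67 (SE 0.112, edgeR adjusted p = 0.00640) and every KO library above every WT library. Gm45774 overlaps Mt2 on the other strand over 749 bp on chromosome 8, from 94172664 to 94173412. In each library these counts were between 98.9% and 100% of the Mt2 counts, so reads of Mt2 are the likely source. The difference of -0.0076 between the log2 fold changes follows from that and is not a separate test. Mt2 itself had a log2 fold change of 0.68 (SE 0.149) and did not pass the threshold over all genes (edgeR adjusted p = 0.550). It passed without a filter on low counts (adjusted p = 2.82e-20), in a range up to 0.993 over the alternatives. Its size depended on KO library 2, at 60.2 CPM against 38.1 and 38.5 CPM in KO libraries 1 and 3. Without KO library 2 the log2 fold change of Mt2 was 0.43.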

How the results depend on the processing

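The alternatives were set before the data were examined, except for 5 chosen after seeing the data: edgeR's revised quasi-likelihood method, its robust option, DESeq2 without independent filtering, GC correction for the gene sets, and the neighbours of Trmt1l without the genes that overlap it. The scalings moved the median log2 fold change of all genes by -0.00042 for DESeq2 size factors and by -0.010 for total counts.

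The log2 fold change of Trmt1l lay between -3.62 and -3.46 over all alternatives, with adjusted p-values between 2.57e-270 and 9.65e-08 where one was given. That of Trmt1 lay between 0.037 and 0.10 and passed the threshold in none. The same 2 genes, Trmt1l and Gm37893, made up all calls with the unstranded column, DESeq2 size factors, total counts, a mean count of at least 50, GC correction, sex chromosomes left out, limma-voom, the revised method and the robust option. Among protein-coding genes alone, 1 gene changed, and it was 1 gene lower with an absolute log2 fold change of at least 1, since Gm37893 is not protein-coding.

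Without a filter on low counts 298 genes changed, 223 higher and 75 lower, and 44 had an absolute log2 fold change of at least 1. In that fit, of 37245 genes, the prior degrees of freedom were infinite, against 7.53 with the filter, so no gene kept a spread of its own. The DESeq2 Wald test gave 27 genes, 20 higher and 7 lower, 0 of them with an absolute log2 fold change of at least 1, and 0 shared with the 2 genes of edgeR. Trmt1l still had -3.58 but no adjusted p-value, because independent filtering left out genes below a mean count of 1149 and that of Trmt1l was 635; its unadjusted p-value was 4.48e-201. Without independent filtering DESeq2 gave 12 genes, 7 higher and 5 lower, among them both genes of edgeR.

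With camera's correlation estimated from the data, 0 sets passed and 2 had an unadjusted p-value under 0.05. The shifts lost their calls at 0.066 for cytosolic tRNA synthetases, 0.31 for the integrated stress response, 0.18 for immediate early genes, 0.13 for cytosolic ribosomal proteins, -0.091 for mitochondrially encoded genes, 0.17 for choroid plexus and -0.12 for oligodendrocyte markers. The adjusted p-value of the integrated stress response was then 0.252, in a range from 1.88e-11 to 0.252 over its alternatives. GC correction turned the mitochondrially encoded shift to 0.00235 and left 6 sets. The unstranded column, both other scalings, no filter and the mean count filter each left 7 sets.

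A fit with the replicate block gave 4 genes, 2 of them higher (Gm26917 and Gm42418, named after their values were seen) and 2 lower, Trmt1l and Gm37893. The animals are different, and the deviations of same-numbered KO and WT libraries from their group means correlated across genes at 0.040, -0.031 and -0.058, so the numbers give no sign of pairing. The replicate block left 7 sets, with a shift of 0.31 and an adjusted p-value of 1.20e-09 for the integrated stress response. The replicate block with GC correction gave the same 2 genes as the fit without either and 5 sets, with immediate early genes at 0.13 (not past the threshold) and mitochondrially encoded genes at 0.00235. With the replicate block, the share of changed genes near Trmt1l differed from the rest with p = 0.0203 (Fisher's exact test).

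Across the 6 fits that each left out 1 library, from 2 to 5 genes changed, from 0 to 2 higher, from 2 to 3 lower and 2 in each with an absolute log2 fold change of at least 1. Trmt1l and Gm37893 passed in all 6. From 4 to 7 sets passed. The integrated stress response (0.22 to 0.36), cytosolic ribosomal proteins (0.11 to 0.15) and choroid plexus markers (0.12 to 0.26) passed in all 6 fits. Cytosolic tRNA synthetases ranged from 0.055 to 0.077 and passed in 5, mitochondrially encoded genes from -0.11 to -0.075 and passed in 5, immediate early genes from 0.056 to 0.40 and passed in 4, and oligodendrocyte markers from -0.20 to -0.077 and passed in 3. Blood markers ranged from -0.12 to 0.42 and microglia markers from -0.086 to 0.058, changing sign. Of the sets that did not pass with all libraries, blood markers passed without KO library 2 (0.25, adjusted p = 0.00219, in a range up to 0.994 over its alternatives) and vascular markers without KO library 3 (-0.10, adjusted p = 0.0283, in a range up to 0.716). The cause of these changes was not tested.

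The share of changed genes near Trmt1l differed from the rest in windows of 5 Mb (p = 0.00358) and 20 Mb (p = 0.0184, Fisher's exact test) too, each through Gm37893. It also differed at an unadjusted p-value under 0.01. Without Gm37893 and Rnf2, which overlap Trmt1l, that share was 3.50% and not past the threshold, which does not exclude a difference. Differences in the shares of mapped reads kept their direction in each comparison without 1 library. Those for reads in no gene and in several genes kept it in the unstranded column too. The share mapping to several places is the same in either column, so the column is no check on it. Values under the alternatives were also counted for the sets that did not pass and for single genes other than Trmt1l and Trmt1, which are described above. Of these values, 325 stayed on the same side of the threshold, 23 moved past it, 0 fell short of it and 5 changed direction. Among the 23 were Mt1, Slc7a5 and Rn7sk without a filter and in both DESeq2 tests. For 6 more, all in the DESeq2 Wald test and Gm37893 among them, independent filtering left no adjusted p-value. At the depth, spread and number of these libraries together, 61% of simulated changes of 0.5 on the log2 scale were recovered and 12% of those of 0.25. Those simulated changes were placed in genes with a mean of at least 1 CPM, and the part that depth plays was not tested.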

Other observations

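The tests on residual Trmt1l reads, on genes near Trmt1l and on immediate early genes were chosen after the results were seen; the others were set before theirs. In what follows, splits are the 10 ways to divide the 6 libraries into groups of 3. Of these, 4 part all 3 same-numbered pairs and are compared with each other, and the other 6 each part 1 pair. A design with so few splits cannot give a share under 0.05, so no pattern given here can be told apart from variation between libraries by that count.

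KO libraries kept 300 Trmt1l counts in all against 3471 in WT. If these came from wild-type RNA or from reads assigned to the wrong library, Gm37893 inside intron 7 would be expected to keep its WT ratio to Trmt1l. In WT, Gm37893 had 716 counts, 20.6% of the number for Trmt1l, and at that ratio 61.9 counts would be expected in KO, where 2 were found (0.667%; one-sided exact binomial p = 5.05e-22). That p-value pools libraries, takes the WT ratio as known and covers counting error alone, for reads without molecular identifiers. By library the ratio was between 19.7% and 22.4% in WT and between 0% and 0.990% in KO (exact permutation test, two-sided, p = 0.1, the smallest possible). Over the 3' end of Trmt1l, read from the opposite-strand column of Rnf2, 8.64 counts would be expected and 4 were found (p = 0.0710 in the same exact binomial test), too few to judge that end. The Gm37893 counts therefore go against wild-type RNA as the source of the residual reads. A hypothesis is that the KO allele still gives a transcript of part of Trmt1l, with intron 7 removed from it or not transcribed. Counts per gene do not show which exons the remaining reads cover, and reads shared with a related sequence were not tested.

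Apart from Trmt1l and Gm37893, 4 of the 50 genes with the smallest p-values lie within 2 Mb of Trmt1l on chromosome 1. Of these, 3 are described here: Hmcn1 (log2 fold change 0.56, SE 0.0922), Gm10138 (0.79, SE 0.151) and Ivns1abp (-0.22, SE 0.0465). They were named after their values were seen, and none passed the threshold over all genes (edgeR adjusted p = 0.345, 0.542 and 0.550). Under alternatives, all 3 passed without a filter on low counts. Hmcn1 also passed in DESeq2 with and without independent filtering (adjusted p = 1.46e-05 and 4.38e-05) and without KO library 3 (0.0348), and Ivns1abp in DESeq2 with it (0.0356). Over all alternatives adjusted p-values ranged from 3.53e-13 to 0.861 for Hmcn1 and from 0.0117 to 0.99995 for Ivns1abp. Each had all 3 KO libraries on one side of all WT libraries. Of 21234 windows of the same width centred on tested genes, 16 (0.0754%) held as many of the 50 genes, and all 16 overlap this window. The width and the number of genes were chosen after the cluster was seen, so that share restates the pattern and does not test it. As many were found in 1 of the 4 comparable splits, the real one; over all other splits the highest number was 1. A count over the window set before the data were examined gives less: 7 of 145 genes within 10 Mb had an unadjusted p-value under 0.01. That number was reached in 1 of the 4 comparable splits, the real one. Of all windows of 145 neighbouring genes in the genome, 6.31% held as many. Those windows include the ones over this locus, so the share does not describe the rest of the genome alone. The count of 7 includes genes overlapping Trmt1l. Gm10138 and Ivns1abp overlap each other on opposite strands. Sequence from another strain kept around the targeted gene may explain a cluster of differences in both directions, through expression or through mapping to the reference, as may an effect of the allele on its neighbours. The labels give no strain, so these were not tested against each other.

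The count of genes passing the threshold in edgeR, 2, was as high in 1 of the 4 comparable splits, the real one, and ranged from 0 to 4 over all other splits. For the number of genes changed without a filter on low counts, 1 of the 4 comparable splits, the real one, reached 298, and the other 3 gave 281, 209 and 131; over all other splits the number ranged from 44 to 315. For the DESeq2 test 1 of the 4, the real one, reached 27, and the other 3 gave 10, 2 and 2. Of the 6 splits that part 1 pair, 1 gave 30 genes and 1 gave 20, and the rest gave between 1 and 4. A grouping that mixes the genotypes can thus give as many genes in either test, more often near the real number without a filter than in DESeq2.

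For the number of gene sets, 1 of the 4 comparable splits, the real one, gave 7, and the other 3 gave 2, 3 and 2; over all other splits the number ranged from 2 to 4, so that camera with a correlation of 0.01 called sets under groupings that mix the genotypes too. For each of the integrated stress response, cytosolic ribosomal protein and cytosolic tRNA synthetase genes, 1 of the 4 comparable splits, the real one, gave as small a p-value. Over all other splits the smallest unadjusted p-values were 2.84e-05, 1.23e-08 and 0.00429, against 4.63e-11, 4.19e-15 and 0.00224 for the real split. Gene length and GC content were tested with 10000 random lists matched on expression, length and GC content. A median as far from theirs was found in 0.01% of lists for the integrated stress response, in 0.01% for ribosomal proteins, the smallest share that 10000 lists can give, and in 0.76% for synthetases. Blood markers, whose scores overlapped between the groups, also reached 0.01%, so such lists do not account for genes that vary together. Stress at dissection might raise both immediate early genes and stress response genes. The immediate early gene score exceeded every WT library in 2 of the 3 KO libraries, and it was lowest (-0.362) in KO library 3, where the integrated stress response score was highest (0.340). A higher integrated stress response in KO brain remains a hypothesis that more animals could test.

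Log2 fold changes rose with the GC content of genes, with a Spearman correlation of 0.390 across genes, which are not independent replicates; the correlation with transcript length was -0.0076 and that with expression 0.111. In 1 of the 4 comparable splits, the real one, the correlation was as strong, and over all other splits its size ranged from 0.030 to 0.257. Correcting GC content left the shift of the integrated stress response at 0.28 and that of ribosomal proteins at 0.10, both past the threshold, so GC content is not a full account of either, while the mitochondrially encoded shift went to 0.00235. Library preparation and genotype could each give such a relation, and these data do not separate them.

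Rn7sk, a small nuclear RNA of 331 nt named after its values were seen, took up 1.35% ± 0.0967 of counts in WT and 1.60% ± 0.0310 in KO (SD, n = 3, exact permutation p = 0.1, the smallest possible). Its log2 fold change was 0.26 (SE 0.0480, edgeR adjusted p = 0.542). A size selection that kept more short RNA in KO libraries could give this. Among 291 genes of small nuclear and nucleolar RNA under 200 nt the mean shift was -0.032 and KO and WT libraries overlapped, which gives no sign of it below that length. Rn7sk is longer. Rn7s2, at 300 nt, is the tested RNA nearest to it in length among those examined and was also named after its values were seen. On average Rn7s2 was higher in KO too (log2 fold change 0.43, SE 0.169, edgeR unadjusted p = 0.0259, adjusted p = 0.600). Its groups overlapped, as WT library 1 with 295 counts exceeded KO libraries 2 and 3 with 260 and 284. A selection acting at that length, and variation between libraries, were therefore not excluded.

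The genes Gm14443, Gm14412 and Gm14305, within 3 Mb of each other on chromosome 2 and also among those 50 genes, were all lower in KO (log2 fold changes -0.33, -0.57 and -0.27; edgeR adjusted p = 0.542, 0.550 and 0.576). They were named after their values were seen. Similar genes there can share reads, so their counts are uncertain. Without a filter on low counts, Gm14443 and Gm14412 passed the threshold (adjusted p = 0.00286 and 0.000566) and Gm14305 did not (0.0904). Over all alternatives the adjusted p-values of Gm14443, Gm14412 and Gm14305 ranged up to 0.99995, 0.993 and 0.99995.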
